# Deacetylase activity-independent transcriptional activation by HDAC2 during TPA-induced HL-60 cell differentiation

**DOI:** 10.1371/journal.pone.0202935

**Published:** 2018-08-24

**Authors:** Hyeonsoo Jung, Ji-Young Kim, Kee-Beom Kim, Yun-Cheol Chae, Yoonsoo Hahn, Jung-Woong Kim, Sang-Beom Seo

## Abstract

The human myeloid leukemia cell line HL-60 differentiate into monocytes following treatment with 12-*O*-tetradecanoylphorbol-13-acetate (TPA). However, the mechanism underlying the differentiation of these cells in response to TPA has not been fully elucidated. In this study, we performed ChIP-seq profiling of RNA Pol II, HDAC2, Acetyl H3 (AcH3), and H3K27me3 and analyzed differential chromatin state changes during TPA-induced differentiation of HL-60 cells. We focused on atypically active genes, which showed enhanced H3 acetylation despite increased HDAC2 recruitment. We found that HDAC2 positively regulates the expression of these genes in a histone deacetylase activity-independent manner. HDAC2 interacted with and recruited paired box 5 (PAX5) to the promoters of the target genes and regulated HL-60 cell differentiation by PAX5-mediated gene activation. Taken together, these data elucidated the specific-chromatin status during HL-60 cell differentiation following TPA exposure and suggested that HDAC2 can activate transcription of certain genes through interactions with PAX5 in a deacetylase activity-independent pathway.

## Introduction

Acute myeloid leukemia (AML) is a type of cancer that occurs in the bone marrow, blood, and other tissues of the hematopoietic system. AML is now curable in 35 to 40% of adult patients under 60 years of age and in 5 to 15% of patients over the 60 years old [1]. However, the average age of AML patients is approximately 68 years, and most of these patients cannot be treated with intensive chemotherapy because of the unexpected side effects and toxicity of the chemotherapeutic agents [2]. For this reason, understanding the mechanisms underlying the action of these agents is indispensable for their application to patients.

HL-60 cells, a human AML cell line, are great models to study the properties of leukemia cells and to test chemotherapeutic agents. They have the ability to differentiate into granulocytes, monocytes, macrophage, and eosinophils following induction by various chemicals [3]. For instance, all-*trans* retinoic acid (ATRA) and 12-*O*-tetradecanoylphorbol-13-acetate (TPA), which induced HL-60 cell differentiation into granulocytes and macrophages, respectively, were used for leukemia therapies [4, 5]. Although many researchers have tried to elucidate the mechanisms underlying differentiation by these agents, these mechanisms are still not well understood [6].

Epigenetic regulations, including DNA methylation, histone modification, chromatin remodeling, and non-coding RNA-mediated targeting, are crucial in many biological processes related to induction and maintenance of various cancers, including AML [7, 8]. To understand the mechanism underlying epigenetic regulation of HL-60 cell differentiation, global genomic analyses such as those on gene expression or chromatin accessibility dynamics, have been conducted [9, 10]. These studies have explained differential gene expression changes during HL-60 cell differentiation in response to various chemical agents [11–14]. To reduce the side effects and toxicity of therapeutic agents for leukemia that have global effects, direct regulation of gene expression by an epigenetic regulator has been the focus of several studies. For example, the inhibitors of epigenetic enzymes, including DNMTs, HDACs, JAK, CBP/p300, and EZH2, have been examined for possible clinical application [15–17]. Particularly, HDACs have been regarded as new therapeutic targets for leukemia [18, 19]. In addition, there have been trials to combine chemotherapeutic agents and epigenetic drugs to cure AML [17, 20, 21]. To reduce the risks of these agents, determining the mechanisms underlying the function of epigenetic regulators in HL-60 cell differentiation are important because of the global effects of these agents in leukemia cells.

Histone modifiers can function differently according to the tissue in which they are expressed or due to alternative splicing or interacting proteins. For example, the FAD-dependent amine oxidase lysine-specific demethylase 1A (LSD1) is a unique protein that catalyzes the demethylation of H3K4me2 and H3K9me2, acting as a transcriptional repressor or activator, respectively [22, 23]. Specifically, a specific LSD1 isoform activates neuronal genes and regulates neuronal differentiation [24]. In addition, the H3K27 demethylases Jmjd3 and UTX are required for general chromatin remodeling because of their catalytic activity-independent functions [25]. p300 and PCAF also have roles as co-activators that are independent from those of histone acetyltransferase [26, 27].

PAX5 (paired box 5) plays a critical role in B cell development and leukemogenesis of acute lymphoblastic leukemia [28, 29]. However, PAX5 also acts as a tumor suppressor in the B-lymphoid lineage of cells in mice [30, 31]. PAX5 can act as both a transcriptional activator and repressor, depending on specific interacting partners [32, 33].

Here, we exposed HL-60 cells to TPA and performed a chromatin immunoprecipitation followed by high-throughput deep sequencing (ChIP-seq) analysis during differentiation using acetyl-histone H3 (AcH3), RNA polymerase II (RNA Pol II), HDAC2, and H3K27me3 antibodies. From this data, we identified certain target genes that showed increased H3 acetylation, despite increased HDAC2 recruitment. We found that HDAC2 positively regulated the expression of these genes and enhanced HL-60 cell differentiation via PAX5-mediated gene activation by recruiting PAX5 to the promoters of the target genes in a histone deacetylase activity-independent manner.

## Materials and methods

### Cell culture

HL-60 cells were grown in RPMI-1640 medium, and HEK293T cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% heat-inactivated fetal bovine serum and 0.05% penicillin-streptomycin. Both cell lines were maintained at 37°C in a 5% CO_2_ atmosphere. For differentiation, HL-60 cells were seeded in a 100-mm plate at a concentration of 1 × 10^6^ per mL and treated with 32 nM TPA (Sigma Aldrich) or DMSO (Duchefa).

### Plasmid constructs

For the luciferase assay, the *IL10RA* and *RGCC* promoter regions (−998 to −1 and −1468 to +5, respectively) were amplified from genomic DNA using the primer pairs shown in S1 Table and inserted into the pGL3.0-basic vector (Promega). pcDNA3-PAX5 was subcloned into the pCMV-Flag vector using primer pairs shown in S1 Table. Short hairpin RNAs (shRNAs) against *HDAC2* and *PAX5* were designed using siRNA sequence design software (Clontech). Double-stranded oligonucleotides for shRNA plasmid construction were produced using primers at the 5′ and 3′ ends (S1 Table). These oligonucleotides were inserted into the *Age*I/*EcoR*I site of the pLKO.1 TRC vector (Addgene).

### Antibodies

The antibodies used for the ChIP assays were directed against RNA Pol II (Santa Cruz [sc-899 X]), HDAC2 (Abcam [ab12169]), AcH3 (Abcam [ab47915]), PAX5 (Santa Cruz [sc-13146 X]), and H3K27me3 (Millipore [07–449]. Antibodies against PAX5 (Santa Cruz [sc-13146 X]) and Flag (Sigma [F3165]) were used in the immunoprecipitation (IP) and PAX5 (Santa Cruz [sc-1974]) and HDAC2 (Abcam [ab12169]) were used in the immunoblot assays.

### ChIP-sequencing and data analysis

Barcoded sequence libraries were generated using TruSeq ChIP Library Preparation Kits (Illumina, CA) according to the manufacturer’s protocol, beginning with 5–10 ng of ChIP DNA from HL-60 cells. Sequencing data files were aligned to the hg19 human reference genome using Bowtie (version 1.1.2) and standard parameters. Peak calling and the analysis were performed using HOMER, which is freely available at http://biowhat.ucsd.edu/homer/. Only unique sequencing tags were considered in the analysis. Results were visualized by preparing custom tracks in the UCSC browser. Peaks were identified using a false discovery rate of < 0.1%, and IgG chromatin-derived DNAs from DMSO- or TPA-treated cells were used as controls. 

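The deposited peak lists carry the settings that HOMER's peak caller recorded. The RNA Pol II lists were made in HOMER's mode for factors with a false discovery rate of 0.001, which gave a threshold of 8 tags in both treatments. The lists of AcH3, HDAC2 and H3K27me3 were made in the mode for histone marks with a Poisson p-value threshold of 0.001 and name no false discovery rate. Their threshold was 8 tags for AcH3 in both treatments and for HDAC2 and H3K27me3 in TPA-treated cells, and 9 tags for HDAC2 and H3K27me3 in DMSO-treated cells. Every list required a 4-fold enrichment and a Poisson p-value of at most 0.0001 over the IgG library of the same treatment. The IgG libraries themselves were not in the files analysed here, apart from the IgG tags listed beside each peak.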

Identified peaks were annotated to the nearest transcription start site (TSS). 

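The deposited lists give positions but no gene names, so the peaks were annotated anew against GENCODE release 44, which holds 20136 protein-coding genes with 56284 TSSs on the chromosomes used. Its coordinates are those of hg19, and no peak of the 8 lists extends past the end of a chromosome of that build. 1 HDAC2 peak of TPA-treated cells lies on a sequence that is not part of hg19 and was left out.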

Heatmaps were generated using HOMER and visualized with Java TreeView. ChIP fragment depth was calculated by extending sequencing tags by their estimated ChIP fragment lengths. The ChIP-seq data were submitted to the GEO database (GSE110566).

### Reverse transcription PCR and quantitative real-time PCR (qPCR)

Total RNA was isolated from cells using Tri-RNA Reagent (Favorgen). After synthesis, the cDNA was quantified and subjected to mRNA expression analysis. The PCR primers used are presented in S1 Table. Dissociation curves were examined after each PCR run to ensure amplification of a single product of the appropriate length. The mean threshold cycle (C_T_) and standard error values were calculated from individual C_T_ values obtained from triplicate reactions per stage. The mean normalized C_T_ value was estimated as ΔC_T_ by subtracting the mean C_T_ of *GAPDH*. The ΔΔC_T_ value was calculated as the difference between the control ΔC_T_ and the value obtained for each sample. The n-fold change in gene expression, relative to the expression in a control, was calculated as 2^-ΔΔCT^.

### Lentivirus transduction

To produce virus particles, HEK293T cells were co-transfected with plasmids encoding VSV-G, NL-BH, and shRNAs against *HDAC2* and *PAX5*. Two days after transfection, the supernatants containing the viruses were collected and used to infect HL-60 cells in the presence of polybrene (8 μg/mL).

### Luciferase assay

For the luciferase assay, HEK293T cells were seeded in 48-well plates and co-transfected with the indicated expression plasmid and a pGL3.0-*IL0RA* or pGL3.0-*RGCC* reporter plasmid using polyethylenimine. After 48 hrs, the cells were harvested and subjected to a luciferase assay (Promega). β-galactosidase activity levels were used to normalize reporter luciferase activity. Data are expressed as the means of four replicates in a single assay. All results shown are representative of at least three independent experiments.

### ChIP-qPCR assay

Cells were harvested and subsequently cross-linked with 1% formaldehyde. Briefly, 1% formaldehyde was added to the medium for 10 min at room temperature, followed by the addition of 125 mM glycine for 5 min at room temperature. HL-60 cells were centrifuged, and the resulting pellets were washed once with 1× phosphate-buffered saline. The cell pellets were resuspended in sodium dodecyl sulfate (SDS) lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl [pH 8.1]). The cells were sonicated, and the lysates were subjected to IP using the indicated antibodies. The immunoprecipitates were eluted and reverse cross-linked. Subsequently, the DNA fragments were purified for PCR amplification. Following this, the DNA fragments were purified and PCR amplified for quantification using each PCR primer pair (S1 Table). The thermal cycling conditions were as follows: 3 min at 95°C, followed by 45 cycles at 95°C for 10 s, 56°C to 60°C for 10 s, and 72°C for 30 s (Bio-Rad). The mean threshold cycle (C_T_) and standard error values were calculated from individual C_T_ values from duplicate reactions in each stage.

### IP

IP was performed to investigate the relationship between HDAC2 and PAX5 during HL-60 cell differentiation. Cells were lysed in lysis buffer (20 mM Tris-HCl [pH 7.5], 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X-100, 1× protease inhibitor cocktail, and 1 mM PMSF) at 4°C. Proteins were immunoprecipitated with anti-Flag or anti-PAX5 antibodies overnight at 4°C. Following, protein A/G agarose beads (GenDEPOT) were added for 4 hrs with rotation at 4°C. Bound proteins were analyzed via western blotting with anti-HDAC2, anti-PAX5, and anti-Flag antibodies.

### Fluorescence-activated cell sorting (FACS) analysis

To measure the effect of enzyme activity-independent HDAC2 function on differentiation, cells were stained with CD11b PE (12-0118-42, eBioscience) with 1% BSA and 0.5% Tween 20 in PBS for 1 hr. HL-60 cells were then subjected to FACS analysis using a BD FACSAriaTM II (BD bioscience), and the data were analyzed using BD Accuri C6 plus (BD bioscience).

### Statistical analysis

Data are expressed as the means ± standard deviations for the ChIP assay or means ± standard errors of the mean for the gene expression and luciferase assays, both based on three or more independent experiments. Statistical significance (*P* < 0.05) was calculated in Microsoft Excel. Differences between groups were evaluated by a Student’s t-test or Bonferroni test, as appropriate.

## Results

### Genome-wide quantitative profiling of chromatin modifications

Recently, researchers have taken interests in epigenetic modifiers, including HDACs, as therapeutic targets and partners for existing chemotherapeutic agents [19]. However, the functions of HDACs in leukemia have not yet been fully established. Therefore, we analyzed the differential epigenetic status and gene expression regulated by HDAC2 during HL-60 cell differentiation by TPA. 

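HL-60 cells, a human leukemia cell line, had been treated with 32 nM TPA, a phorbol ester, or with its solvent DMSO for 48 hrs before chromatin was immunoprecipitated. AcH3 is acetylated histone H3, H3K27me3 is histone H3 trimethylated at lysine 27, and HDAC2 is a histone deacetylase. The authors deposited HOMER peak lists on hg19, 1 list for each of the 4 antibodies in each of the 2 treatments. A list gives for each peak its position, its tags normalized to 10000000, a score, the IgG tags at the same place, the fold enrichment over IgG and a p-value. Each list came from 1 library (no replicates), so no difference between treatments could be compared with a spread between replicates, and all intervals and p-values are across peaks or genes. Peaks of different lists were counted as shared when they overlapped by at least 1 bp. A promoter peak of a gene is a peak within 3 kb of a TSS. A peak that was not called in a list shows only that its place did not pass the threshold, because the lists hold no signal outside peaks. The RNA Pol II list of DMSO-treated cells ends at position 8086950 of chromosome 9 and has no peak on chromosome X, where the RNA Pol II list of TPA-treated cells has 269 peaks in the same part of the genome. Counts of RNA Pol II peaks in DMSO-treated cells, and of genes with them, include this part, where they are incomplete. Values without chromosomes 9, X and Y, an alternative chosen after seeing the data, are given beside some of them.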

We determined RNA Pol II and HDAC2 occupancies and profiles of two histone modifications (AcH3 and H3K27me3) using ChIP-seq from HL-60 cells exposed to TPA or DMSO (control) for 48 hrs. Over 16 million reads were obtained for each ChIP from the sequencing run. 

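The values here rest on the unique tags that the peak caller used, which the lists' headers give. For DMSO-treated cells they were 7258053.5 tags for AcH3, 7321333.5 for RNA Pol II, 8573498 for HDAC2 and 8458449.5 for H3K27me3. In TPA-treated cells the totals were 7027052 tags for AcH3, 6727872 for RNA Pol II, 7487745.5 for HDAC2 and 7531323 for H3K27me3. The paper's number is of reads obtained from the sequencing run. The share of tags inside peaks was 27.35% for AcH3, 2.75% for RNA Pol II, 1.78% for HDAC2 and 10.5% for H3K27me3 in DMSO-treated cells. After TPA these shares were 24.38%, 1.04%, 2.8% and 7.46%, in the same order.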

Sequencing reads were aligned to the human reference genome, and peaks were called. We first analyzed equal numbers of reads based on ChIP-seq signal intensity from the control and TPA-treated HL-60 cells. 

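The AcH3 list held 19577 peaks for DMSO-treated cells and 27463 for TPA-treated cells, a ratio of 1.40 (no replicates). HDAC2 had 9447 and 17680 peaks (ratio 1.87), and H3K27me3 had 38879 and 43311 (ratio 1.11). RNA Pol II had 11684 peaks after DMSO and 5826 after TPA (ratio 0.499). With only the upper 50% of the peaks of both treatments by score, the ratios were 1.05 for AcH3, 0.725 for HDAC2, 0.593 for H3K27me3 and 0.234 for RNA Pol II, so that those of HDAC2 and H3K27me3 changed from above 1 to below 1. At sites with a peak in both treatments, the median log2 ratio of TPA to DMSO normalized tags was -0.318 for AcH3 over 14166 sites, with 34.3% of sites higher after TPA. For RNA Pol II it was -0.683 over 3449 sites (10.3% higher), for HDAC2 -0.0931 over 3049 sites (44.1% higher) and for H3K27me3 -0.503 over 10083 sites (30.4% higher). A sign-flip permutation test across sites gave p = 1e-05 for each mark, the smallest that 100000 sign flips can give. These p-values say nothing about variation between cultures. The alternative that moved the ratios most used the fold enrichment over IgG in place of normalized tags, with medians of 0.138 for AcH3, -0.538 for RNA Pol II, 0.258 for HDAC2 and 0.322 for H3K27me3. From heat maps centered over peaks and merged profiles around TSSs (Fig 1A), the paper concludes that all 4 marks rose after TPA.

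**Figure D1:**
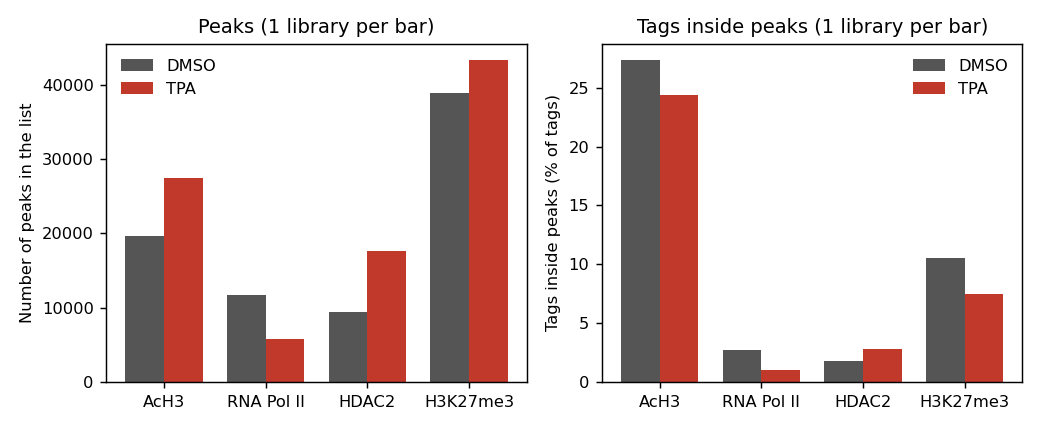
Number of peaks in each deposited list (left) and share of tags inside peaks in percent (right) for 4 antibodies in DMSO-treated (grey) and TPA-treated (red) HL-60 cells, 1 library per bar and no error bars. HDAC2 is the only mark with both more peaks (17680 against 9447) and a larger share of tags inside peaks (2.8% against 1.78%) after TPA.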

We found that the enrichment levels of AcH3, RNA Pol II, HDAC2, and H3K27me3 were significantly increased in the TPA-treated cells compared to those in the controls (Fig 1A). We next showed the peak distribution profiles relative to those positions in nearby genes (Fig 1B). Unexpectedly, we found that most peaks of AcH3, RNA Pol II, HDAC2, and H3K27me3 occupied intron and intergenic regions of annotated genes following TPA treatment (Fig 1B). 

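Each TPA peak was placed by its centre, with the promoter taken as 1 kb upstream to 100 bp downstream of a TSS. Introns or intergenic regions held 77.0% of AcH3 peaks (Wilson 95% interval 76.5 to 77.5, 27463 peaks), 78.7% of HDAC2 peaks (78.1 to 79.3, 17679 peaks) and 93.2% of H3K27me3 peaks (92.9 to 93.4, 43311 peaks). For RNA Pol II this share was 21.8% (20.7 to 22.8, 5826 peaks), with 10.2% in introns and 11.5% between genes. Promoters held 14.8% of AcH3 peaks, 70.8% of RNA Pol II peaks, 15.1% of HDAC2 peaks and 3.23% of H3K27me3 peaks. In DMSO-treated cells, introns or intergenic regions held 69.0% of AcH3, 25.9% of RNA Pol II, 71.6% of HDAC2 and 92.2% of H3K27me3 peaks. When any peak with an edge within 3 kb of a TSS, or covering a TSS, was counted, the promoter shares were 40.8% for AcH3, 82.9% for RNA Pol II, 34.2% for HDAC2 and 14.8% for H3K27me3. With TPA peaks that overlapped no DMSO peak of the same mark, they were 2.69% for AcH3, 57.0% for RNA Pol II, 12.4% for HDAC2 and 1.36% for H3K27me3. The share of RNA Pol II moved most under the latter, and those of the other marks under the former. The paper reads the distribution in Fig 1B as most peaks of all 4 marks lying in introns and intergenic regions.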

A venn diagram depicting the number of occupied sites, and the overlap of AcH3, RNA Pol II, and HDAC2 genomic binding sites in TPA-treated HL-60 cells is shown in Fig 1C. 

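When overlapping peaks of the 4 TPA lists were merged, 79829 regions remained. AcH3 alone occupied 17739 regions, HDAC2 alone 9016, H3K27me3 alone 42567 and RNA Pol II alone 372. AcH3 and HDAC2 without the other marks shared 4774 regions, and AcH3 and RNA Pol II shared 2191. AcH3, RNA Pol II and HDAC2 were together in 2432 regions. All 4 marks met in 5 regions, and RNA Pol II with H3K27me3 alone in 1. These counts are of merged regions, which can hold more than 1 peak of a mark.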

For further analysis, we compared genome-wide similarities of chromatin profiles in TPA-treated HL-60 cells, such that TPA treatment-specific peaks could be categorized into two major groups (Fig 1D). 

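TPA peaks that overlapped no DMSO peak of the same mark made up 46.4% of the AcH3 list, 40.8% of the RNA Pol II list, 82.5% of the HDAC2 list and 71.5% of the H3K27me3 list. The RNA Pol II share was affected most by the definition of a shared peak. It was 16.4% when peaks within 1 kb were counted as shared, and 57.9% when 50% of the shorter peak had to overlap. Without chromosomes 9, X and Y, a choice made after seeing the data, it was 37.9%. The paper divides the TPA-specific peaks into groups by which marks occur together (Fig 1D).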

The first group was associated with typically active markers, including AcH3 and RNA Pol II or markers of repression (HDAC2 and H3K27me3). 

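Of the 17679 HDAC2 peaks of TPA-treated cells on chromosomes 1 to 22, X and Y, 8210 (46.4%) overlapped an AcH3 peak and 1358 (7.68%) an RNA Pol II peak. When the HDAC2 peaks were shifted along their chromosomes by random distances, a mean of 403 overlapped AcH3 peaks and a mean of 28.6 overlapped RNA Pol II peaks. The observed numbers were 20.4 and 47.4 times these means (permutation p = 0.002 for each, the smallest that 1000 shifts can give, and adjusted p = 0.002 over 6 pairs). AcH3 peaks overlapped RNA Pol II peaks 46.2 times as often as after shifting. Shifts limited to 50 kb to 1 Mb lowered the ratios to 12.8 for HDAC2 with AcH3, 28.3 for HDAC2 with RNA Pol II and 25.6 for AcH3 with RNA Pol II. With peaks within 1 kb counted as shared, the ratios were 12.9, 25.0 and 22.9, in the same order. The paper uses this co-occurrence of HDAC2 with AcH3 and RNA Pol II to define atypically active genes.

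**Figure D2:**
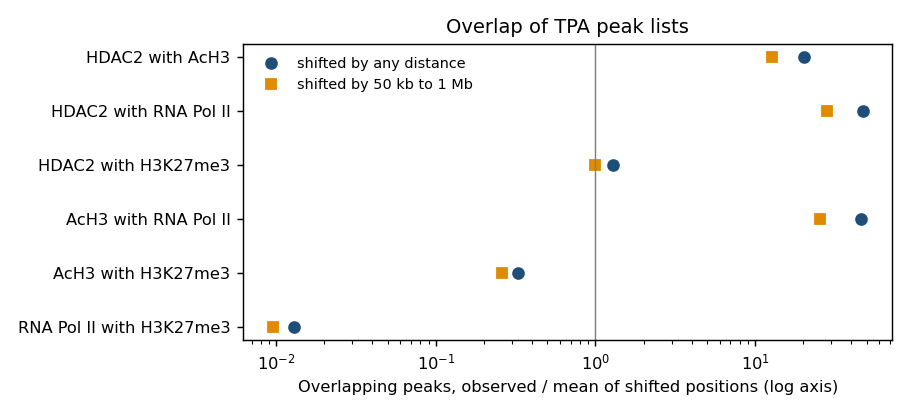
Number of overlapping peaks divided by the mean number after shifting the peaks of the mark named before "with", on a log axis, for 6 pairs of TPA peak lists. Circles are shifts by any distance and squares shifts by 50 kb to 1 Mb. Pairs of HDAC2, AcH3 and RNA Pol II lie between 12.8 and 47.4, right of the line at 1, and pairs of AcH3 or RNA Pol II with H3K27me3 lie left of it.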

In contrast, the second group was associated with atypically active genes, which were characterized by the presence of HDAC2 as well as AcH3 and RNA Pol II. Approximately 14% of all HDAC2 peaks were in this group (Fig 1C and 1D). 

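In the deposited lists, 1348 of the 17679 HDAC2 peaks of TPA-treated cells overlapped both an AcH3 and an RNA Pol II peak, or 7.62% (Wilson 95% interval 7.24 to 8.03). A further 6806 HDAC2 peaks overlapped AcH3 alone, 443 H3K27me3 alone, 56 both AcH3 and H3K27me3, and 10 RNA Pol II alone, and 9016 overlapped none of the other marks. The share depended on the unit counted. Of the genes nearest to an HDAC2 peak, 35.2% were also nearest to an AcH3 and an RNA Pol II peak, and 13.7% of HDAC2 peaks had both marks within 1 kb. Of the 16745 merged regions that held HDAC2, a unit chosen for this share after seeing the data, 2437 (14.6%, Wilson 95% interval 14.0 to 15.1) also held AcH3 and RNA Pol II.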

For example, AcH3 and RNA Pol II co-localized on the promoter regions of *SLC2A3* and other atypically active genes in HDAC2 peaks, but only AcH3 and RNA Pol II were enriched at the *AHNAK* promoter region (Fig 1E and S1 Fig). 

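SLC2A3 lies on the minus strand of chromosome 12 of hg19 from 8071826 to 8171603, with TSSs at 8088783 and 8171603. At the former TSS, TPA-treated cells had an AcH3 peak from 8085894 to 8089630 with 447.6 tags per 10000000, 33.2 times the IgG signal. It overlapped an RNA Pol II peak from 8088673 to 8088805 (45.3 tags per 10000000, 53.8-fold over IgG) and an HDAC2 peak from 8088724 to 8089466 (20.7 tags per 10000000, 24.5-fold). The HDAC2 peak rests on 15.5 tags. DMSO-treated cells had no peak of these marks within 3 kb of either TSS. The weakest peaks anywhere in the DMSO lists had 11 tags per 10000000 for AcH3, 9.56 for RNA Pol II and 11.1 for HDAC2, and a signal below that would not be listed. At the other TSS, an H3K27me3 peak had 89.3 tags per 10000000 after DMSO and 79.7 after TPA. AHNAK lies on the minus strand of chromosome 11 from 62201014 to 62314278. An AcH3 peak at its promoter ran from 62309477 to 62314976 after TPA (329.4 tags per 10000000) and from 62312736 to 62314742 after DMSO (90.9). No RNA Pol II peak was called within 3 kb of an AHNAK TSS in either treatment. An HDAC2 peak with 21.6 tags per 10000000 lay in an intron from 62312922 to 62313579 after DMSO. After TPA, 1 with 13.4 tags per 10000000 lay upstream of the gene from 62315483 to 62315983. All values are from 1 library each (no replicates). From these loci the paper reasons that HDAC2 joins AcH3 and RNA Pol II at SLC2A3 but not at AHNAK.

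**Figure D3:**
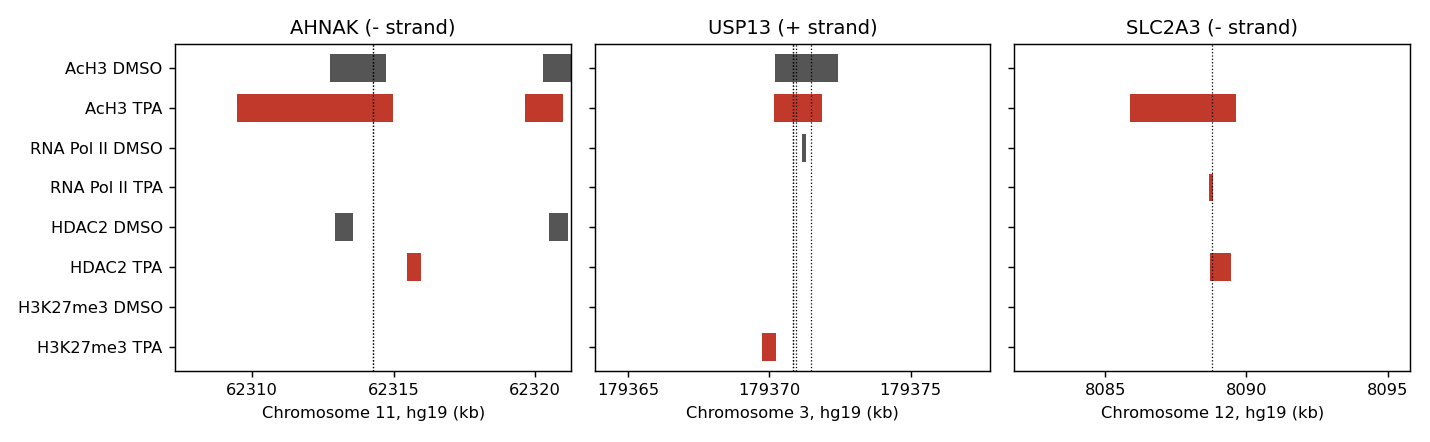
Peaks of 4 marks in DMSO-treated (grey) and TPA-treated (red) cells around the promoters of AHNAK, USP13 and SLC2A3, with the position on hg19 in kb on the horizontal axis and dotted lines at TSSs. Boxes span the called peaks and carry no height. At SLC2A3 the AcH3, RNA Pol II and HDAC2 peaks of TPA-treated cells overlap at the TSS, and at AHNAK the HDAC2 peaks of DMSO-treated cells lie on both sides of the TSS at 62314278 and that of TPA-treated cells lies upstream of it.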

These results suggest that HDAC2 can associate with both active and repressed target genes in differentiated HL-60 cells.

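HDAC2 peaks of TPA-treated cells overlapped an H3K27me3 peak in 501 of 17679 cases (2.83%), 1.29 times the mean of 390 after random shifts (permutation p = 0.002, adjusted p = 0.002 over 6 pairs). With shifts of 50 kb to 1 Mb only, the ratio was 0.992 (permutation p = 0.891). AcH3 peaks overlapped H3K27me3 peaks 0.329 times as often as after shifting, and RNA Pol II peaks 0.013 times as often. Within 3 kb of a TSS, 2772 genes had HDAC2 with AcH3 and RNA Pol II peaks, and 384 had HDAC2 with H3K27me3 and neither AcH3 nor RNA Pol II. From the presence of both kinds of gene among HDAC2 targets, the paper proposes that HDAC2 can associate with active and repressed genes.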

**Fig 1:**
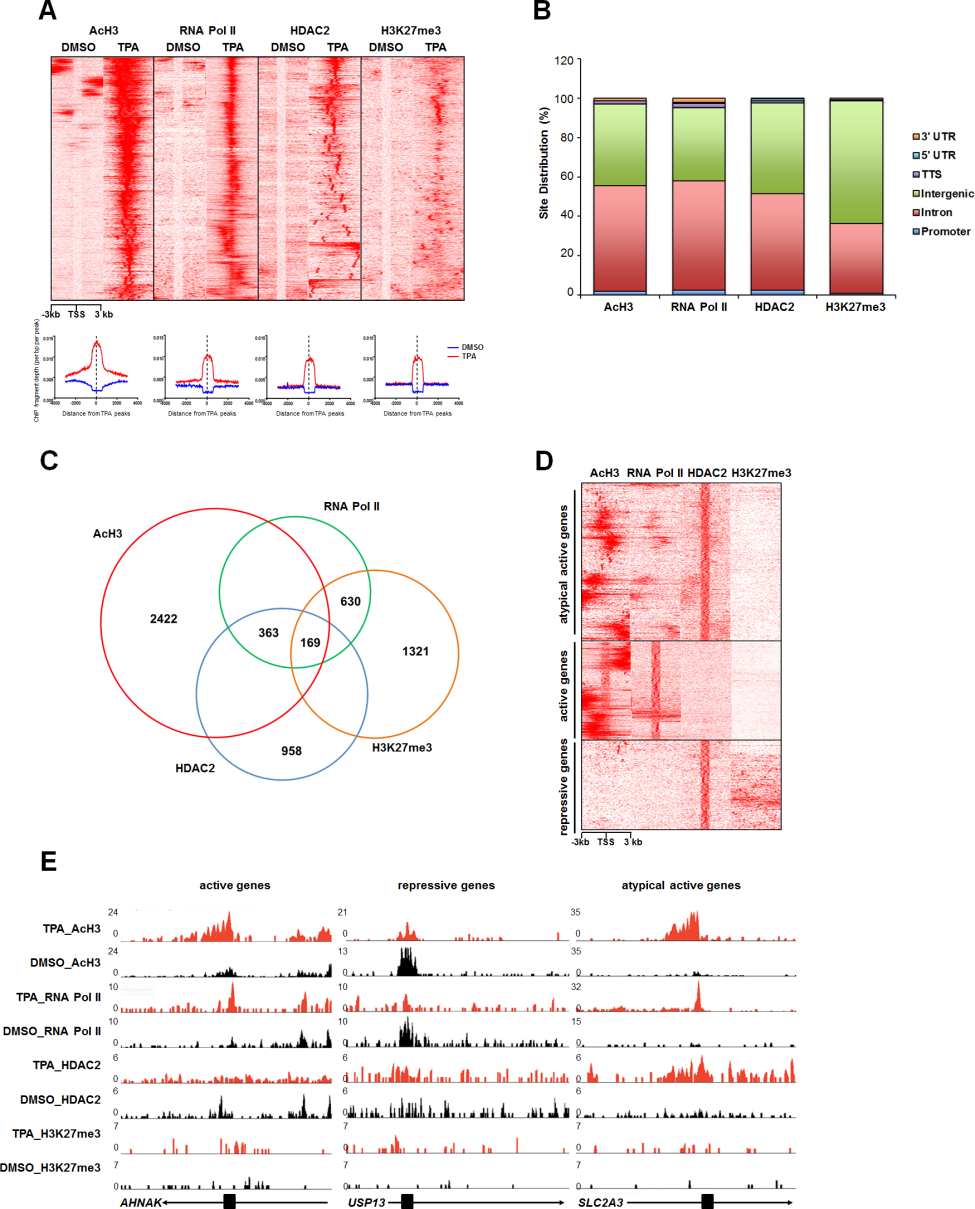
Genome-wide distribution profiles of AcH3, RNA Pol II, HDAC2, and H3K27me3 in TPA-treated HL-60 cells. (A) Heat map analysis showing AcH3, RNA Pol II, HDAC2, and H3K27me3 occupancies covering ± 3 kb region centered over each peak in DMSO- or TPA-treated HL-60 cells. The same color scales (white, no enrichment; red, high enrichment) were used for all data sets (upper panel). Merged profiles show each ChIP-seq signal around the TSS in DMSO- or TPA-treated HL-60 cells (lower panel) (B) Pie charts illustrate the genomic locations of AcH3, RNA Pol II, HDAC2, and H3K27me3 binding sites in TPA-treated HL-60 cells. (C) An area-proportional Venn diagram shows the overlap between AcH3, RNA Pol II, HDAC2, and H3K27me3 enrichment in TPA-treated HL-60 cells based on ChIP-seq data. (D) A heat map represents the binding profiles of AcH3, RNA Pol II, HDAC2, and H3K27me3 in TPA-treated HL-60 cells at the indicated target genes (± 3 kb around the TSSs). The same color scales (white, no enrichment; red, high enrichment) were used for all data sets. (E) ChIP-seq tracks of AcH3, RNA Pol II, HDAC2, and H3K27me3 in TPA-treated HL-60 cells along the *AHNAK*, *USP13*, and *SLC2A3* loci.

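USP13, the repressed gene shown, lies on the plus strand of chromosome 3 of hg19 from 179370820 to 179522154. Its promoter had an AcH3 peak with 147.4 tags per 10000000 after DMSO and 61.9 after TPA. An RNA Pol II peak from 179371168 to 179371308 with 11.6 tags per 10000000 was called after DMSO and none after TPA. An H3K27me3 peak from 179369750 to 179370250 with 10.6 tags per 10000000, the lowest value in its list, was called only after TPA. No HDAC2 peak lay within 3 kb of a USP13 TSS in either treatment. Each value is from 1 library (no replicates), and the RNA Pol II and H3K27me3 peaks rest on 8.49 and 7.98 tags.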

### Atypical genes are activated by HDAC2 in a deacetylase activity-independent manner during HL-60 cell differentiation

We categorized the genes in the ChIP-seq analysis into two groups that showed similar peaks with the typically active markers AcH3 and RNA Pol II or repressive marker H3K27me3. 

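Genes were grouped by the TPA peaks within 3 kb of their TSSs. HDAC2, AcH3 and RNA Pol II peaks were all present at 2772 genes, here the atypically active genes. AcH3 and RNA Pol II without HDAC2 were present at 2137 genes, the active genes. HDAC2 and H3K27me3 without AcH3 or RNA Pol II were present at 384 genes, the repressed genes. The stricter threshold, with the upper 50% of peaks by score in each list, changed the numbers of atypically active and active genes most, to 891 and 1283, and gave 203 repressed genes. The number of repressed genes changed most when each peak was assigned to its nearest gene, to 861.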

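Genes were grouped by TPA peaks within 3 kb of a TSS, so the TPA side of this comparison is fixed by the definition of the groups. Active genes had no HDAC2 peak after TPA, and every repressed and atypically active gene had one. The DMSO side is not set directly. An HDAC2 peak kept from DMSO to TPA, however, rules a gene out of the active group. A higher DMSO share in atypically active than in active genes can follow from this alone. It does not show a rise or a fall of HDAC2. In DMSO-treated cells, an HDAC2 peak was present at 678 of 2137 active genes (31.7%, Wilson 95% interval 29.8 to 33.7), at 84 of 384 repressed genes (21.9%, 18.0 to 26.3) and at 1465 of 2772 atypically active genes (52.8%, 51.0 to 54.7). The difference of -21.1 percentage points between active and atypically active genes had p = 3.94e-50 in Fisher's exact test across genes, which are not independent replicates. With each peak assigned to its nearest gene, the alternative that moved it most, the difference was -32.1 points. At genes with an HDAC2 peak in both treatments, where the definition does not set the direction, the median log2 ratio of TPA to DMSO tags was 0.0183 for 84 repressed genes and 0.0365 for 1465 atypically active genes. The paper divides the genes by active marks and H3K27me3 before this statement, and by typical and atypical marks in Fig 1D, so the values of all groups are given, those of repressed genes added after seeing the data. From the change in HDAC2 recruitment, it concludes that HDAC2 fell in its first group and rose in its second.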

The recruitment of HDAC2 decreased in the first group and increased in the second group. 

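Of the 2772 atypically active genes, 2758 (99.5%) had an AcH3 promoter peak in DMSO-treated cells, 2541 (91.7%) an RNA Pol II peak and 1465 (52.8%) an HDAC2 peak. Without chromosomes 9, X and Y, where the RNA Pol II list of DMSO-treated cells is incomplete, a choice made after seeing the data, 2530 of 2653 (95.4%) had an RNA Pol II peak. The normalized AcH3 tags in promoter peaks were higher after TPA at 745 genes (26.9%) and lower at 2026 (73.1%), with a median log2 ratio of -0.338 at genes with a peak in both treatments. HDAC2 tags were higher after TPA at 2057 genes (74.2%). Of these, 1307 had no HDAC2 peak after DMSO, so that their increase follows from the definition of the group. AcH3 and HDAC2 were both higher at 584 genes (21.1%, Wilson 95% interval 19.6 to 22.6). Judged by the highest fold enrichment over IgG, an alternative chosen after seeing the data, both were higher at 43.6% of genes. At SLC2A3, the atypically active gene of Fig 1E, AcH3 and HDAC2 peaks at the TSS were called only after TPA. From such loci the paper concludes that histone acetylation and HDAC2 rise together at atypically active genes. It describes its genes by that rise and measures some by ChIP-qPCR (Fig 2A), whereas the genes here were grouped by TPA peaks alone.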

These data showed increased histone acetylation levels and enrichment of HDAC2 in atypically active genes in HL-60 cells during differentiation in response to TPA treatment (Fig 1E). The fact that histone deacetylase recruitment resulted in increased histone acetylation may indicate that HDAC2 can regulate gene expression in leukemia in a histone deacetylase activity-independent manner. To elucidate the molecular mechanisms by which HDAC2 regulates gene expression independently of HDAC activity, we first verified the differential chromatin state changes of atypically active genes in the ChIP-seq data (Fig 2A and Panel B in S2 Fig). Differentiation of HL-60 cells was measured by the mRNA levels of the differentiation marker *CD11b* (Panel A in S2 Fig). After treatment of HL-60 cells with TPA for 48 hrs, H3 acetylation levels and RNA Pol II recruitment to the promoters of atypically active genes such as *IL10RA*, *RAMP1*, *RGCC*, and *SLC2A3*, increased, whereas H3K27me3 levels were attenuated. These differential occupancies indicate the upregulation of gene expression, even though HDAC2 recruitment also increased. In contrast, the promoters of genes typically regulated during HL-60 cell differentiation following TPA treatment, including *SGK1* and *AHNAK*, which were activated, and *MGST3* and *USP13*, which were repressed, showed differential histone marker changes indicating negative regulation of gene expression by HDAC2 (Fig 2A and Panel B in S2 Fig). Subsequently, we performed qPCR to confirm the expression of genes during HL-60 cell differentiation and found that transcription of atypically active genes and *SGK1* and *AHNAK* was enhanced, whereas *MGST3* and *USP13* expression levels were diminished (Fig 2B and Panel C in S2 Fig). To test whether HDAC2 participates in the regulation of gene expression, we also analyzed gene expression in *HDAC2*-depleted HL-60 cells. Interestingly, knockdown of *HDAC2* in HL-60 cells decreased expression of atypically active genes. These results indicated that HDAC2 positively regulates gene expression (Fig 2C).

**Fig 2:**
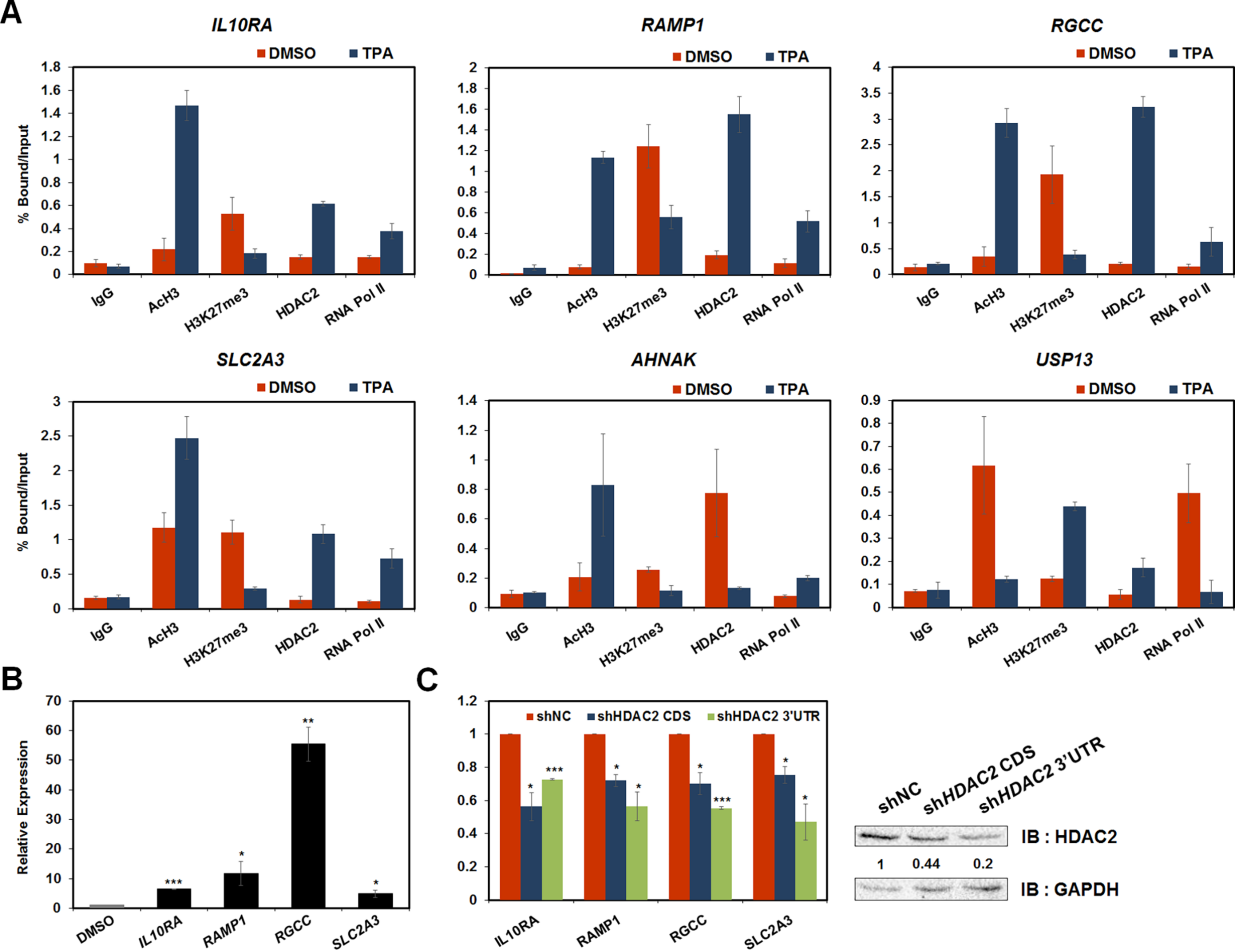
HDAC2 was recruited to the promoters of atypically active genes and induced transcription during HL-60 cell differentiation. (A–B) HL-60 cells were treated with TPA (32 nM) or DMSO for 48 hrs. (A) The occupancies of AcH3, H3K27me3, HDAC2, and RNA Pol II at the promoters of atypically active genes, typically active and repressive genes during HL-60 cell differentiation were analyzed. The data were normalized by input. These results are shown as means ± SDs (n = 3). (B) The differential changes in expression of the genes in TPA-treated HL-60 cells were confirmed by qPCR. (C) The mRNA levels of atypically active genes in *HDAC2*-depleted HL-60 cells were analyzed using qPCR. Knockdown of *HDAC2* was confirmed by western blotting. (B–C) These data were normalized by GAPDH. All results represent at least three independent experiments (± SEMs). * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001.

Taken together, these data showed that HDAC2 was recruited to the promoters of atypically active genes, even though histone acetylation levels were also increased during HL-60 cell differentiation in response to TPA. These data also suggested that HDAC2 positively regulated gene expression. Because HDAC2 usually represses gene expressions by reducing histone acetylation, we hypothesized that this regulation by HDAC2 is independent of histone deacetylase activity.

### HDAC2 recruits PAX5 to the promoters of atypically active genes during HL-60 cell differentiation

To explain the aberrant HDAC2 recruitment at atypically active genes, we speculated that HDAC2 may recruit transcription factors that positively regulate gene expression. To test this hypothesis, we screened transcription factors that were bound to promoters of atypically active genes by searching for conserved DNA sequence motifs using the cisRED prediction program (http://www.cisred.org/human9). The results showed that PAX5 was the most abundant among atypically active genes, including *IL10RA*, *RAMP1*, and *RGCC*. Therefore, we decided to test whether PAX5 was a transcription factor associated with HDAC2 at atypically active genes during HL-60 cell differentiation.

First, we checked PAX5 expression level in TPA-treated HL-60 cells. Consistent with previous data, the protein and mRNA levels of PAX5 increased (S3 Fig) [34]. To further determine whether the activity of HDAC2 was related to PAX5 functions on the promoters of atypically active genes, we examined the interactions between HDAC2 and PAX5. In a previous study, HDAC2 was reported to interact with PAX5 through Daxx [32]. In addition, PAX5 was shown to act as both a transcriptional activator and repressor in B cells via interactions with specific proteins such as Daxx, and the transcriptional activity modulated by Daxx was affected by interaction partners, including histone acetyltransferases or histone deacetylases [32, 33, 35]. In this study, we hypothesized that HDAC2 regulated target gene expression by recruiting PAX5 to the promoters of target genes independently of histone deacetylase activity. To test this hypothesis, we first overexpressed Flag-tagged PAX5 in HEK293T cells and observed the interaction between PAX5 and HDAC2 by IP (Fig 3A). During TPA-induced HL-60 cell differentiation, interactions between HDAC2 and PAX5 increased, suggesting the possibility that HDAC2 and PAX5 worked together for HL-60 cell differentiation (Fig 3B). We next analyzed the expression of atypically active genes in *PAX5* knockdown cells. The depletion of *PAX5* resulted in decreased gene expression in HL-60 cells, indicating that PAX5 functioned as a transcriptional activator of atypically active genes (Fig 3C). Subsequently, we performed a luciferase assay to measure the transcriptional activity of PAX5 at target gene promoters. Overexpression of PAX5 in HEK293T cells enhanced transcriptional activity of the *IL10RA* and *RGCC* promoters (Fig 3D). These data indicated that PAX5 increased the transcription of atypically active genes, and collectively these data suggested that HDAC2 and PAX5 interacted with each other to upregulate atypically active gene expression during the differentiation of TPA-induced HL-60 cells.

**Fig 3:**
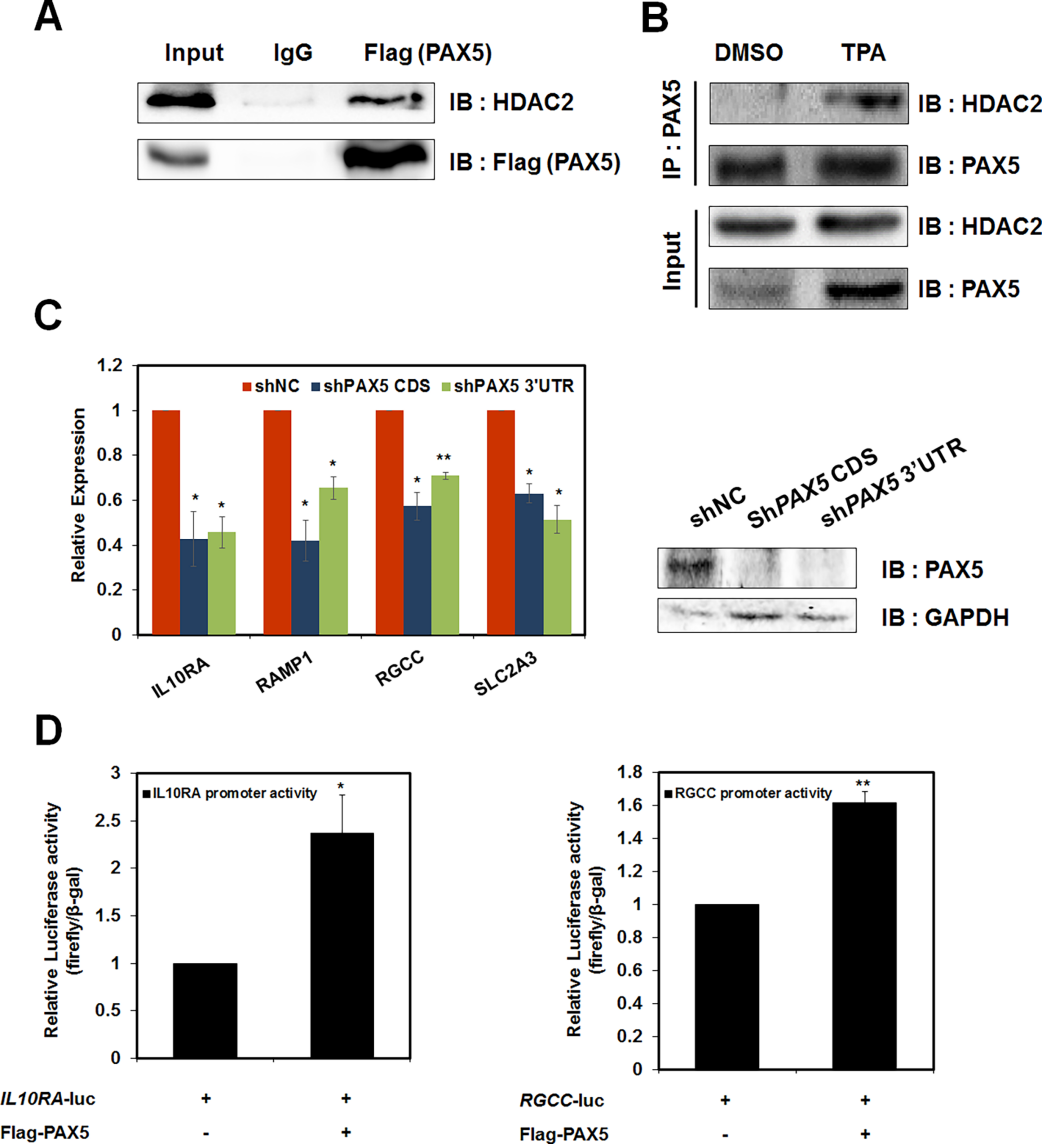
Recruitment of HDAC2 and PAX5 to the promoters of target genes. (A) Flag-tagged PAX5 was overexpressed in HEK293T cells. Extracts were immunoprecipitated with anti-Flag antibodies. Associated proteins were eluted, resolved by SDS-PAGE, and immunoblotted with anti-Flag and anti-HDAC2 antibodies. (B) Differential changes in interaction between HDAC2 and PAX5 48 hrs after treatment with 32 nM TPA were determined by IP. Extracts from TPA- or DMSO-treated HL-60 cells were immunoprecipitated with anti-PAX5 antibodies. HDAC2 that interacted with PAX5 in HL-60 cells was eluted and immunoblotted with a HDAC2 antibody. (C) The mRNA levels of atypically active genes in *PAX5*-depleted HL-60 cells were determined by qPCR. PAX5 protein level was detected by western blotting. These data were normalized by GAPDH. (D) HEK293T cells were co-transfected with pCMV-Flag-PAX5 and pGL3.0-*IL10RA* or pGL3.0-*RGCC* promoters. Luciferase activities were measured 48 hrs after transfection, and normalized to that of β-galactosidase. (C–D) All results represent at least three independent experiments (± SEMs). * *P* < 0.05, ** *P* < 0.01.

### HDAC2 recruits PAX5 to the promoters of atypically active genes

Since we found that HDAC2 and AcH3 occupancies on the promoters of atypically active genes increased after TPA treatment of HL-60 cells, we performed ChIP-qPCR to determine whether PAX5 was recruited to the promoters of these genes during HL-60 cell differentiation by TPA treatment (Fig 4A–4D). As expected, TPA induced the recruitment of HDAC2 as well as PAX5 to the promoters of *IL10RA*, *RAMP1*, *RGCC*, and *SLC2A3*. In contrast, depletion of *HDAC2* impaired PAX5 recruitment (Fig 4A–4D). Collectively, these data indicate that the mechanism underlying gene activation by HDAC2 was enzyme activity independent and involved the recruitment of the transcriptional co-activator PAX5 to atypically active gene promoters during TPA-induced HL-60 cell differentiation.

**Fig 4:**
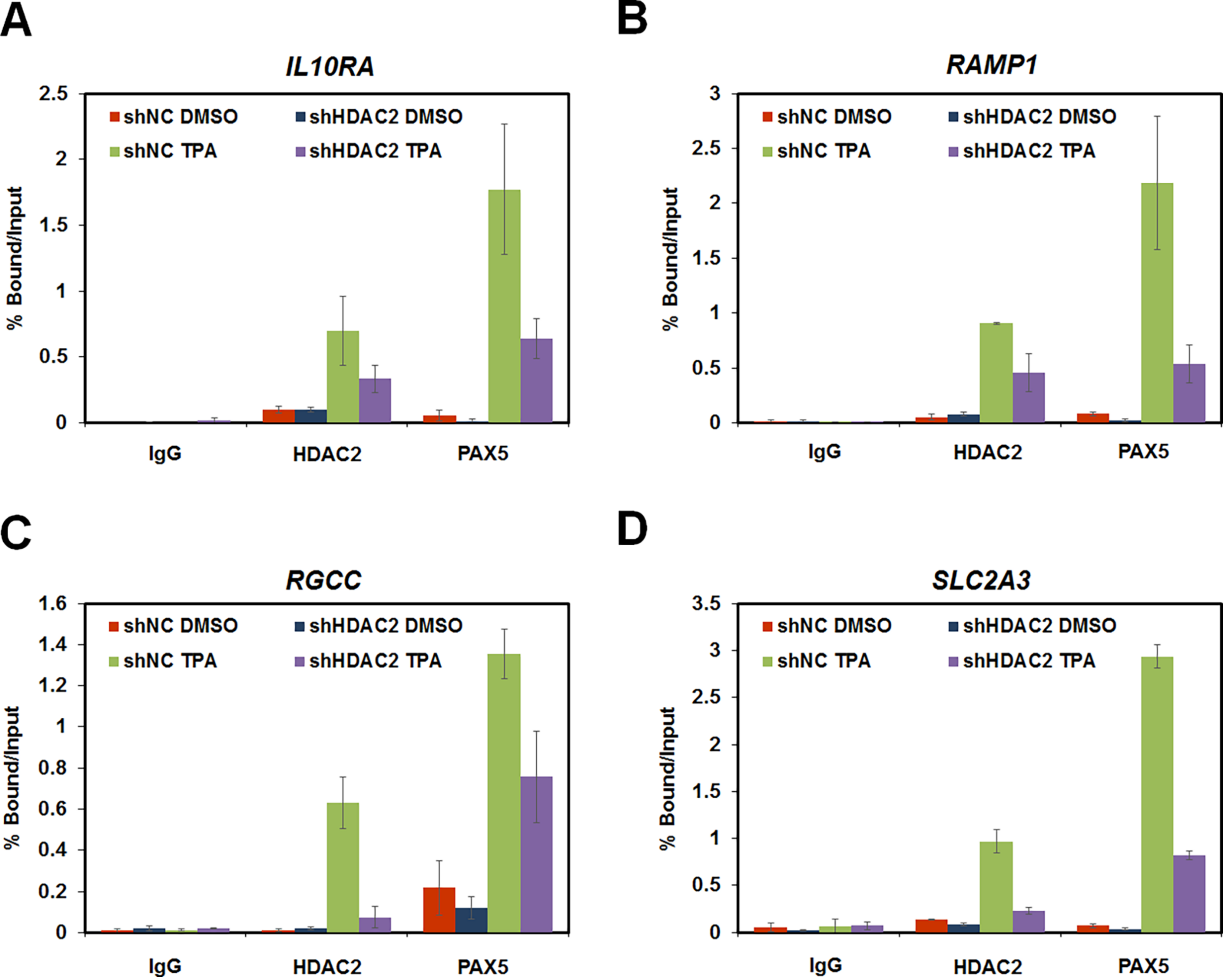
HDAC2 regulated atypically active gene expressions via recruitment of PAX5 to gene promoters. (A–D) ChIP analyses of the promoters of target genes in TPA-treated shNC and sh*HDAC2* 3′UTR HL-60 cells were examined using antibodies against HDAC2, PAX5, and mouse IgG by qPCR. These results are shown as means ± SDs (n = 3). (A) *IL10RA*, (B) *RAMP1*, (C) *RGCC*, and (D) *SLC2A3*.

### HDAC2 and PAX5 affect the HL-60 cell differentiation via co-regulation of atypically active genes

Gene ontology (GO) term analysis using gene ontology consortium (http://geneontology.org/page/go-enrichment-analysis) showed that the atypical genes were related to many cellular processes including leukocyte cell-cell adhesion, regulation of MAPK cascade, cellular response to stimulus and myeloid cell differentiation, indicating that enzyme activity-independent regulatory functions of HDAC2 are crucial for HL-60 cell differentiation (Fig 5A) [36, 37]. To investigate the functions of HDAC2 and PAX5 in the differentiation of HL-60 cells by TPA, we counted CD11b, HL-60 differentiation marker, expressing cells during differentiation by TPA in *HDAC2* and/or *PAX5* depleted HL-60 cells by FACS analysis (Fig 5B). Interestingly, knockdown of *PAX5* inhibited the differentiation of HL-60 cells while *HDAC2* depletion had little effects (Fig 5B). Our data showed that HDAC2 recruited PAX5 to atypically active genes and that regulated their expression levels, suggesting that HDAC2 and PAX5 might cooperate in HL-60 cell differentiation (Fig 4). Therefore, to test this possibility, we performed *PAX5/HDAC2* double knockdown experiments for analysis of differentiation of HL-60 cells. Although individual knockdown of *PAX5* or *HDAC2* has a limited effect on differentiation of HL-60 cells, the *PAX5/HDAC2* double knockdown showed a dramatic decrease in differentiation of HL-60 cells (Fig 5B). These results demonstrate that HDAC2 and PAX5 have individual and combined effects on the stimulation of differentiation of TPA-treated HL-60 cells.

**Fig 5:**
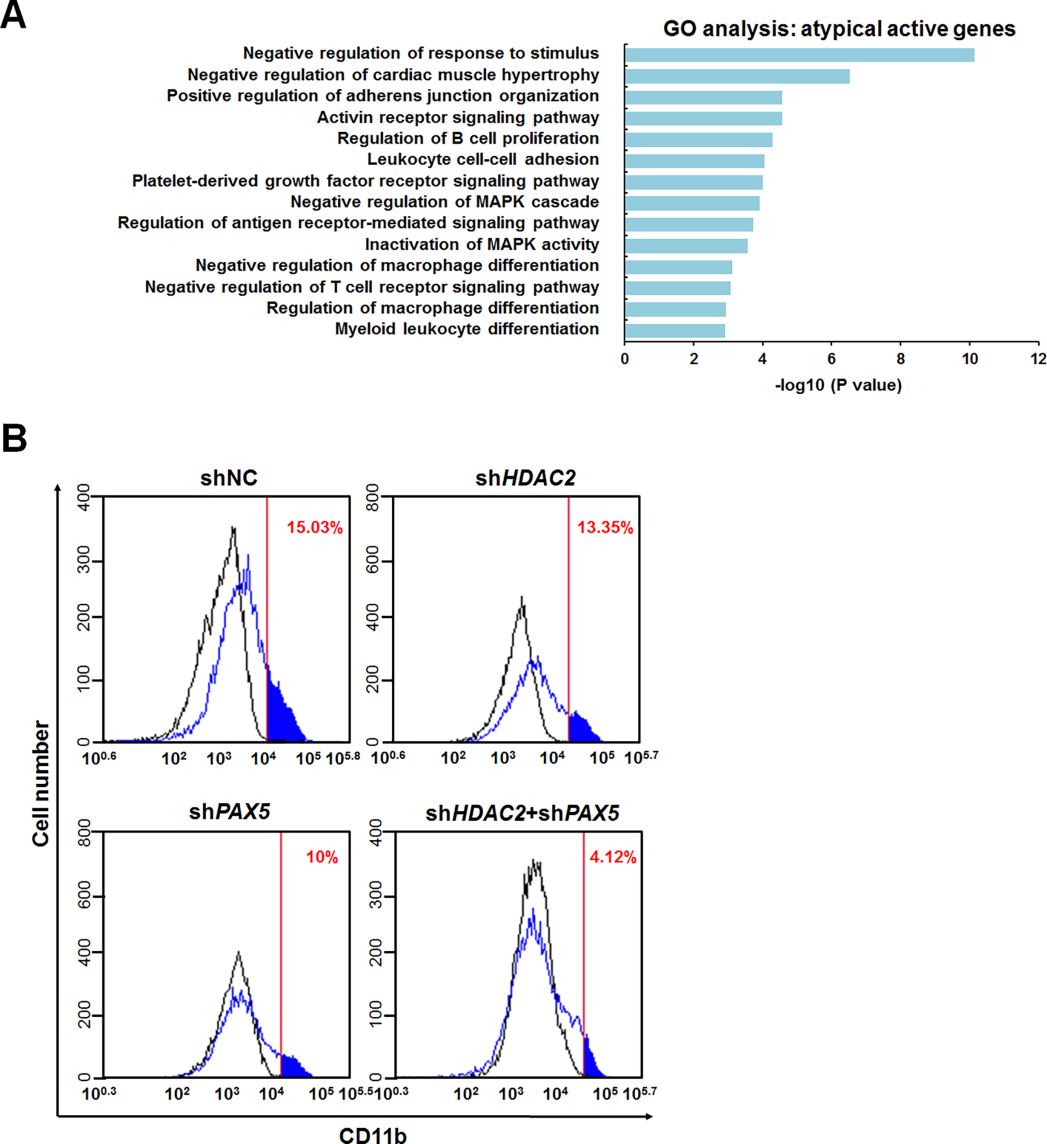
Knockdown of *HDAC2* in HL-60 cells caused differentiation inhibition when *PAX5* was also depleted. (A) GO terms of atypically active genes regulated by HDAC2 were analyzed in gene ontology consortium. X-axis represents the adjusted P-value transformed by -log10, and Y-axis denotes the enriched GO terms. (B) HL-60 cell differentiation was measured in control and sh*HDAC2* 3’UTR and/or sh*PAX5* 3’UTR HL-60 cells by CD11b staining. Cells were stained with CD11b-PE for 1 hr, and analyzed by FACS.

## Discussion

In this study, we performed ChIP-seq profiling to determine the role of HDAC2 during HL-60 cell differentiation in response to TPA. Based on the ChIP-seq analysis data, we categorized the genes that were occupied by active markers, including AcH3 and RNA Pol II, into two major groups according to the recruitment of HDAC2 to promoters. Atypically active genes showed increased AcH3 levels with increased HDAC2 recruitment, indicating that HDAC2 might function in an enzyme activity-independent manner. Expression of the atypically active genes also increased after treatment with TPA and decreased after depletion of *HDAC2* in HL-60 cells. The enzyme-independent activity of HDAC2 included the recruitment of the transcriptional activator PAX5 to the target gene promoters. Interactions between HDAC2 and PAX5 were strengthened during HL-60 cell differentiation, and *HDAC2* depletion reduced PAX5 occupancies at the promoters, suggesting that HDAC2 is crucial for the appropriate recruitment of PAX5 to promoters of the genes. HDAC2 and PAX5 could affect HL-60 cell differentiation by TPA treatment, via the regulation of atypically active genes.

We performed ChIP-seq with antibodies against two histone H3 modifications, RNA Pol II, and HDAC2 to characterize the differentiation-specific chromatin changes in the HL-60 cells with TPA treatment. Interestingly, we found that HDAC2 was positively correlated with AcH3 and RNA Pol II peaks at atypically active genes, and contributed to transcriptional activation. 

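Across 7286 sites where HDAC2 and AcH3 peaks of TPA-treated cells overlapped, Spearman's rho of their normalized tags was 0.264 and Pearson's r of the log2 values 0.310. For HDAC2 and RNA Pol II over 1358 sites, rho was 0.133 and r 0.185. Each had a permutation p of 1e-05, the smallest that 100000 resamples can give, and an adjusted p of 1e-05 over the 2 relations. The correlations are across sites within 1 pair of libraries, and sites are not independent replicates. At sites with all 3 marks, rho was 0.414 for HDAC2 with AcH3 and 0.131 for HDAC2 with RNA Pol II. Under the stricter threshold, rho for HDAC2 with RNA Pol II was 0.0592 (permutation p = 0.178) and for HDAC2 with AcH3 0.192. Pearson's r for HDAC2 with RNA Pol II was 0.189 under it (permutation p = 8e-05). When the widths of both regions were taken into account, an alternative added after seeing the data, rho was 0.0359 for HDAC2 with AcH3 (permutation p = 0.0019, adjusted p = 0.0039) and 0.0571 for HDAC2 with RNA Pol II (permutation p = 0.0355, adjusted p = 0.0355). Widths of AcH3 and HDAC2 regions come from the same tags as the heights, so taking them out may also remove a true relation. The paper concludes from its ChIP-seq that HDAC2 was positively correlated with AcH3 and RNA Pol II at atypically active genes. For the contribution to transcription it relies on expression after knockdown of HDAC2 (Fig 2C), which was not analysed here.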

We could suggest two potential hypotheses to explain a mechanism of HDAC2 to activate transcription of certain genes. First, HDAC2 may modulate the regulatory activity of transcription factors by removing an acetyl group. Previous studies have shown that the acetylation of transcriptional repressor BCL6 by p300 strongly enhanced its activity. The acetylated BCL6 has critical functions in different leukemia [38, 39]. It is possible that HDAC2 interacts and deacetylates lysine residue on BCL6, thereby resulting in repression of BCL6 transcriptional repressor activity. Second, we hypothesized that HDAC2 plays a positive role in the active transcription of genes by interacting with co-activators. Interestingly, we found the interaction between HDAC2 and PAX5 during HL-60 cell differentiation. Although the expression of PAX5 increased in TPA-treated HL-60 cells, PAX5 was recruited to the promoter regions of atypically active genes via HDAC2. In addition, HL-60 cell differentiation was inhibited in depletion of *PAX5*, but not that of HDAC2 in TPA-treated HL-60 cells. It might be caused by enzyme activity of HDAC2. Previous studies showed that HDAC inhibitors induce differentiation of leukemia by inhibiting the catalytic activities of HDAC2 [18, 40]. Although the individual *HDAC2* knockdown has little effect on HL-60 cell differentiation, we showed that double knockdown of HDAC2 and PAX5 severely inhibited HL-60 differentiation. It suggested that the enzyme activity-independent functions of HDAC2 via cooperating with PAX5 are also important for cell differentiation by regulating atypically active genes.

Valproic acid (VPA), a HDAC2 inhibitor, has been investigated in several clinical AML studies [18, 40]. In this case, lower concentration of VPA treatment accelerated differentiation of primary blasts from the bone marrow of AML patient while higher concentration showed little effects [40]. Furthermore, recent study showed that high concentration of VPA induced HDAC2 degradation [41]. HDAC2 degradation by high VPA level may lose not only enzyme activities, but also enzyme activity-independent roles, which facilitated leukemia differentiation in this study. Further studies will determine the detailed mechanisms of HDAC2 and whether the signaling pathways investigated in this study play another role of HDAC2, such as deacetylation of transcription factors during HL-60 cell differentiation.

Atypically active genes which were regulated by HDAC2 and PAX5 during HL-60 cell differentiation, participated in many cellular processes. Specifically, the IL10 receptor has functions in cytokine-cytokine receptor interaction and JAK-STAT signaling pathway, which are important for proliferation and survival of leukemia cells [8, 42]. Glucose transporter 3 (GLUT3) is encoded by the *SLC2A3* gene and facilitates glucose uptake across the plasma membrane. Glucose transporter proteins play a critical role at several cancer progression stages in various cancers and leukemia [43]. Furthermore, RGCC functions in the regulation and progression of cell cycle in different cells, implying a potential activity in HL-60 cell differentiation [44, 45]. Therefore, the study of enzyme activity-independent regulation by HDAC2 can be an attractive model for understanding the mechanisms of leukemia cell differentiation. As such, application of HDAC2 with TPA treatment for the leukemia therapy should be considered cautiously.

## Supporting information

S1 Fig ChIP-seq profiles of AcH3, RNA Pol II, HDAC2, and H3K27me3 of atypically activated genes in TPA-treated HL-60 cells. ChIP-seq tracks of AcH3, RNA Pol II, HDAC2, and H3K27me3 in HL-60 cells treated with DMSO or TPA along the *RGCC*, *BCL2A1*, *CDK8*, and *ABHD17B* loci.

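All positions are on hg19 and each value is from 1 library (no replicates). RGCC lies on the plus strand of chromosome 13 from 42031686 to 42045007. Its promoter AcH3 peak rose from 27.6 tags per 10000000 after DMSO to 104.6 after TPA, and the sum of its HDAC2 promoter peaks from 18.7 to 54.7. No RNA Pol II peak was called there in either treatment, and an H3K27me3 peak with 49.1 tags per 10000000 was called only after DMSO. BCL2A1, on the minus strand of chromosome 15 from 80253234 to 80263538, had 12.4 AcH3 tags per 10000000 after DMSO and 133.8 after TPA. Its HDAC2 promoter peak had 11.7 tags per 10000000 after DMSO (80263258 to 80263758) and 11.4 after TPA (80260743 to 80261243). These HDAC2 peaks lie at different places and do not overlap. An RNA Pol II peak with 11.9 tags per 10000000 was called only after TPA. CDK8, on the plus strand of chromosome 13 from 26828266 to 26979375, had HDAC2 promoter peaks only after TPA, with 36.7 tags per 10000000 in sum. Its AcH3 peak had 307.2 tags per 10000000 after DMSO and 293.2 after TPA, and its RNA Pol II peak 21.9 and 14.9. ABHD17B, on the minus strand of chromosome 9 from 74477368 to 74526109, had an HDAC2 promoter peak with 12.8 tags per 10000000 after DMSO and none after TPA. Its AcH3 peak had 412.6 tags per 10000000 after DMSO and 345.1 after TPA. The RNA Pol II list of DMSO-treated cells ends before this gene, so its RNA Pol II peak after TPA, with 28.2 tags per 10000000, has no counterpart to compare.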

(TIF) Click here for additional data file.

S2 Fig HDAC2 was recruited to the promoters of atypically active genes and these genes were activated during HL-60 cell differentiation. (A-C) HL-60 cells were treated with TPA (32 nM) or DMSO for 48 hrs. (A) The *CD11b* mRNA level was measured by qPCR. (B) The recruitments of AcH3, H3K27me3, HDAC2, and RNA Pol II at the promoters of atypically active genes and typically active and repressed genes in TPA-treated HL-60 cells were analyzed. The data were normalized by input. These results are shown as means ± SDs (n = 3). (C) The differential genes expression changes during HL-60 cell differentiation were confirmed by qPCR. These data were normalized by *GAPDH*. All results represent at least three independent experiments (± SEMs). * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001.
(TIF) Click here for additional data file.

S3 Fig The expression level of PAX5 increased during HL-60 cell differentiation by TPA treatment. (A) The protein level of PAX5 in HL-60 during differentiation was detected by western blotting. (B) The mRNA level of *PAX5* in TPA-treated HL-60 cells was determined by qPCR. These data were normalized by *GAPDH*. All results represent at least three independent experiments (± SEMs). * *P* < 0.05.
(TIF) Click here for additional data file.

S1 Table Primers used in this study. 

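The ChIP primers of this table were matched exactly to the GRCh37 genome, the assembly behind hg19. The SLC2A3 pair encloses 119 bp of chromosome 12 from 8088622 to 8088740, and overlaps the AcH3, RNA Pol II and HDAC2 peaks that were called after TPA. The AHNAK pair encloses 161 bp of chromosome 11 from 62313739 to 62313899, in an intron, inside the AcH3 peaks of both treatments and outside every HDAC2 peak. An HDAC2 peak of DMSO-treated cells ends close to it, at 62313579. The RAMP1 pair (chromosome 2, 238767383 to 238767524) and the RGCC pair (chromosome 13, 42031335 to 42031499) lie at their promoters, and no peak of any list overlaps them. AcH3 peaks of TPA-treated cells start shortly downstream, at 238767632 for RAMP1 and 42031649 for RGCC. The lack of overlap is therefore not a lack of ChIP signal nearby. The USP13 pair encloses 118 bp and the MGST3 pair 189 bp at their promoters, both inside AcH3 peaks of both treatments. The MGST3 pair also overlaps an HDAC2 peak of TPA-treated cells only, and the USP13 pair overlaps no HDAC2 peak. The SGK1 pair encloses 140 bp of an intron, 400 bp from a TSS. The IL10RA primers match chromosome 11 at 117860187 and 117863984, both in exons, and enclose no product under 3000 bp in the genome. The CAMK1, CCL5, HPGD and HVCN1 primers listed for ChIP are the same sequences as those listed for qPCR. The CAMK1 pair lies 9258 bp from the CAMK1 TSS, the HPGD primers match exons 13736 and 26914 bp from the HPGD TSS, and the forward HVCN1 primer has no exact match. The PPAP2A pair lies at the promoter of the gene that the annotation names PLPP1. The PPAP2A and LAPTM5 pairs overlap AcH3 peaks of both treatments and an HDAC2 peak of TPA-treated cells only. The LAPTM5 pair also overlaps RNA Pol II peaks of both treatments. The INHBA pair overlaps only an AcH3 peak of TPA-treated cells, and the CAMK1 and CCL5 pairs overlap no peak.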

(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

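ChIP-seq was done with antibodies against AcH3, RNA Pol II, HDAC2 and H3K27me3 in HL-60 cells treated with 32 nM TPA or DMSO for 48 hrs, with 1 library for each antibody and treatment. The authors aligned the reads to hg19 with Bowtie, kept unique tags and called peaks per library with HOMER against the IgG library of the same treatment. The authors deposited 8 peak lists. The tag counts of each peak were normalized by the authors' peak caller to a signal per 10000000 tags of the library. The signal of the peak scaled to the depth of the IgG library, and the IgG tags in it, were deposited beside it. The score that the authors deposited is the peak caller's peak height in tags, not scaled to depth. For RNA Pol II peaks the authors' peak caller also gave a fraction of tags placed as a focused peak predicts, which was not used. The fold enrichment, a ratio to the IgG library, and the p-value of each peak were also computed by the authors' peak caller. The RNA Pol II lists used a false discovery rate of 0.001 and the others a Poisson p-value of 0.001.

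From there, peak numbers were compared between treatments, and peaks were counted as shared when they overlapped by at least 1 bp. At shared sites the normalized tags were summed over touching peaks of each treatment, and the median log2 ratio was tested with 100000 sign flips. Pairs of TPA lists were compared with 1000 circular shifts of the peaks of the mark named before the other, with Benjamini-Hochberg adjustment over 6 pairs. Heights were correlated with 100000 permutations and adjusted over 2 relations. Gene groups were compared with Fisher's exact test. Shares are given with Wilson 95% intervals across peaks or genes. No test between treatments has a replicate check.

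Peaks were annotated with GENCODE release 44 on the coordinates of GRCh37, using 20136 protein-coding genes. This annotation was chosen after the files arrived and before any result was computed, because the lists hold no gene names. A peak's class is that of its centre, with the promoter from 1 kb upstream to 100 bp downstream of a TSS ahead of the transcription termination site, exons, UTRs, introns and intergenic regions. Gene groups used peaks within 3 kb of a TSS, the window of Fig 1D. The genes named in the text were fixed before the files arrived: every gene the paper names as active, repressed or atypically active or lists among its ChIP primers, with HDAC2, PAX5 and ITGAM, and the 5 atypically active genes with the highest-scoring HDAC2 promoter peak after TPA, not all of which are reported.

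Alternatives were a stricter score threshold, other definitions of a shared peak, merged peaks, equal list lengths, fold enrichment in place of tags, other promoter windows, shorter shifts, a wider annotation, fewer chromosomes, merged regions in place of peaks and correlations given the widths of the regions. Unique tags per library ranged from 6727872 to 8573498. The weakest peaks held about 7 to 9.52 tags, so that a small difference in signal decides whether they are listed. The overlap, sign-flip and correlation scripts were tested on simulated data. They found 1517 overlaps where 1500 had been planted among random peaks. A single simulated pair of unrelated lists gave an observed number 1.22 times the shifted mean. Its peaks were fewer than the real ones and randomly placed. The value therefore cannot be compared with the 1.29 of HDAC2 with H3K27me3. A permutation p under 0.05 was given for 1 of 100 unrelated pairs and for a share of 0.025 of sign-flip tests without a difference. Pairs made with a correlation of 0.4 gave a rho of 0.377. 1 HDAC2 peak on a sequence outside hg19 was left out. The IgG libraries have no list of their own in the files analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.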

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

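The paper reports the overlap of marks only after TPA. In DMSO-treated cells, which it does not describe in this way, 21.6% of HDAC2 peaks (2043 of 9447, Wilson 95% interval 20.8 to 22.5) overlapped both an AcH3 and an RNA Pol II peak, against 7.62% after TPA. The combination was therefore present before differentiation. The DMSO share was 2.84 times the TPA share, and list lengths were tested as an explanation. With the DMSO RNA Pol II list cut to the 5826 highest-scoring peaks the DMSO share was 12.3%, 1.61 times the TPA share. With the TPA HDAC2 list cut to 9447 peaks the TPA share was 10.2%, and the ratio 2.11. Neither cut alone brought the ratio to 1.5 or less, the limit set before these tests were run. Both cuts together gave 1.203, below that limit, but this test was written after the separate results were seen. The difference between treatments can therefore not be told apart from the lengths of the lists, and no biological explanation is offered.

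By genes, 3284 had HDAC2, AcH3 and RNA Pol II peaks within 3 kb of a TSS in DMSO-treated cells, against 2772 after TPA, and 1361 (49.1%) of the latter had the combination in both treatments. A further 1180 (42.6%) had AcH3 and RNA Pol II without HDAC2 after DMSO. These shares include chromosomes 9 and X, where the DMSO RNA Pol II list is incomplete, and without chromosomes 9, X and Y they were 51% and 44.4%. The DMSO count was flagged because the paper does not discuss these genes. RNA Pol II peaks missing from the DMSO list could only lower it. The cut lists were tested on peaks (ratio 1.203 with both cut) and not on genes, so list length remains an explanation for the difference between treatments here too.

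In DMSO-treated cells, 48 HDAC2 peaks lay on chromosome 8 between positions 126232052 and 130696142, and they included 16 of the 20 highest HDAC2 peaks of that list. After TPA the same part of the chromosome held 14 of the 20 highest HDAC2 peaks. The region, which holds MYC and TRIB1, is not discussed in the paper. Amplification of the region in HL-60 cells would raise the tags of every library, IgG included. In DMSO AcH3 peaks, IgG tags per kb were 10.3 times as dense in the region as elsewhere (18.2 against 1.78), which is consistent with amplification. This prediction was written after the cluster had been seen. Peak heights there cannot be compared with those elsewhere without correcting for it, and no biological explanation was tested.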

How the results depend on the processing

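The alternatives were chosen before the processed files arrived, except those named in the paragraph on lncRNA genes and the one after it, which were chosen after seeing the data. Of 150 alternative values, 66 were unchanged by the criteria used, 79 moved, 4 reversed and 1 was weaker. Peak number ratios have no test and count as moved even where they cross 1, as those of HDAC2 and H3K27me3 did under the stricter threshold. The overlap ratios of HDAC2, AcH3 and RNA Pol II with each other, and those of AcH3 and RNA Pol II with H3K27me3, kept their direction and stayed past the threshold under every alternative. So did the fall of RNA Pol II at shared sites and the difference in DMSO HDAC2 promoter peaks between active and atypically active genes. The latter can follow from the definition of the groups alone. All alternatives used the same RNA Pol II libraries, with 2.75% of tags inside peaks after DMSO and 1.04% after TPA. They could not separate the fall from a difference between immunoprecipitations. A share or a ratio counts as moved when it leaves the 95% interval of the main value, which is narrow for long lists and does not include variation between cultures. The replicate block was not run because each condition has 1 library.

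With the fold enrichment over IgG in place of normalized tags, the median log2 ratio of TPA to DMSO at shared sites reversed to 0.138 for AcH3, 0.258 for HDAC2 and 0.322 for H3K27me3. The fold divides by the IgG tags of the same treatment and takes the highest peak of a site, so differences between the IgG libraries could produce the change. The direction for these 3 marks therefore depends on the measure of signal. No alternative separated the division by IgG from the choice of the highest peak.

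Shifts of 50 kb to 1 Mb keep peaks in their neighbourhood. With them, the overlap ratio of HDAC2 with H3K27me3 was 0.992 (permutation p = 0.891). This value counts as reversed by the criteria used, but it could not be told apart from shifted positions. Broad regions rich in peaks of both marks could produce the ratio found with longer shifts.

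The stricter threshold kept the upper 50% of peaks by score. The rank correlation of the score with the normalized tags of the peak was 0.383 to 0.639 for AcH3, HDAC2 and H3K27me3, and 0.971 and 0.991 for RNA Pol II, so the threshold does not keep the peaks with the most tags in the former lists. Pooled over treatments, it gave ratios of TPA to DMSO peak numbers of 1.05 for AcH3, 0.234 for RNA Pol II, 0.725 for HDAC2 and 0.593 for H3K27me3. For HDAC2 and H3K27me3 the ratio was above 1 in the full lists and below 1 here. The score is not scaled to depth, so pooling could disfavour the shallower TPA libraries. Applied to each list, it gave shares of TPA peaks without a DMSO peak of 55.4% for AcH3, 85.1% for HDAC2 and 74.3% for H3K27me3. Intronic shares became 46.7% for AcH3, 7.31% for RNA Pol II and 40.1% for HDAC2, intergenic shares 22.3% for AcH3, 10.5% for RNA Pol II, 33.5% for HDAC2 and 53.9% for H3K27me3, and promoter shares 21.1% for AcH3, 75.3% for RNA Pol II, 19.6% for HDAC2 and 4.18% for H3K27me3. Spearman's rho of HDAC2 with RNA Pol II fell to 0.0592 (permutation p = 0.178), with fewer sites and a narrower range of heights. Pearson's r of the log2 values was 0.189 (permutation p = 8e-05), against 0.185 in the full lists. HDAC2 peaks with both marks made up 4.48%, and there were 891 atypically active, 1283 active and 203 repressed genes.

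Merging peaks of a list closer than 1 kb, which joins fragments of broad regions, gave peak number ratios of 1.37 for AcH3, 0.547 for RNA Pol II and 1.16 for H3K27me3. Requiring 50% of the shorter peak to overlap raised the shares without a DMSO peak to 48.4% for AcH3, 57.9% for RNA Pol II, 86% for HDAC2 and 78.3% for H3K27me3, and lowered the share of HDAC2 peaks with both marks to 6.84%. Counting peaks within 1 kb as shared gave 43.2% for AcH3, 16.4% for RNA Pol II, 76.7% for HDAC2 and 57.7% for H3K27me3, and 13.7% of HDAC2 peaks with both marks. Fixed RNA Pol II peaks of 132 or 140 bp are easily missed by an overlap rule. With equal numbers of peaks the shares without a DMSO peak were 35.9% for AcH3, 54.2% for RNA Pol II, 76% for HDAC2 and 69.8% for H3K27me3.

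Among TPA peaks that overlapped no DMSO peak, intronic shares were 49.6% for AcH3, 16.2% for RNA Pol II, 43% for HDAC2 and 36.8% for H3K27me3, intergenic shares 43% for AcH3, 15.8% for RNA Pol II, 38.7% for HDAC2 and 59.1% for H3K27me3, and promoter shares 2.69% for AcH3, 57% for RNA Pol II, 12.4% for HDAC2 and 1.36% for H3K27me3. Promoter peaks called in both treatments leave this set, which could explain the lower promoter shares. Of HDAC2 peaks without a DMSO HDAC2 peak, 5.34% had both marks. Counting peaks that covered a TSS or had an edge within 3 kb of it as promoter gave 40.8% for AcH3, 82.9% for RNA Pol II, 34.2% for HDAC2 and 14.8% for H3K27me3. This changes both the window and the use of the centre.

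Genes in place of peaks changed the share of HDAC2 with both marks to 35.2%, because marks at different places of a gene then count together. Assigning peaks to the nearest gene gave 1311 active and 861 repressed genes, and a window of 1 kb gave 252 repressed genes.

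Chosen after seeing the data, adding lncRNA genes turned intergenic peaks into intronic or promoter peaks. Intronic shares became 51.4% for AcH3, 48.4% for HDAC2 and 49.7% for H3K27me3, intergenic shares 19.2% for AcH3, 5.63% for RNA Pol II, 24.9% for HDAC2 and 39.9% for H3K27me3, and promoter shares 19.7% for AcH3, 76.6% for RNA Pol II, 18.7% for HDAC2 and 4.6% for H3K27me3. Leaving out chromosomes 9, X and Y, where the DMSO RNA Pol II list is incomplete, gave an RNA Pol II peak number ratio of 0.475, 37.9% of TPA RNA Pol II peaks without a DMSO peak, and 22.5% of DMSO HDAC2 peaks with both marks. AcH3 and HDAC2 were both higher after TPA at 43.6% of atypically active genes by the highest fold enrichment. In a separate alternative by normalized tags, both were higher at 29% of those without a DMSO HDAC2 peak. Higher HDAC2 follows from the selection of the latter genes, so this share reflects AcH3 only.

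Also chosen after seeing the data, the correlations were computed given the widths of both regions. Spearman's rho was 0.0359 for HDAC2 with AcH3, against 0.264 without it, and 0.0571 for HDAC2 with RNA Pol II, against 0.133. Both stayed above 0 and past the threshold, but were much smaller. With merged regions in place of peaks, 14.6% of regions with HDAC2 also held AcH3 and RNA Pol II. Without chromosomes 9, X and Y, 95.4% of atypically active genes had an RNA Pol II promoter peak after DMSO, against 91.7% on all chromosomes, and 51% had the combination of HDAC2, AcH3 and RNA Pol II after DMSO too, against 49.1%.

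Depth limits the lists with many peaks near the threshold. After TPA, 58.5% of HDAC2 peaks and 58.6% of H3K27me3 peaks had a score within 1 of the lowest in the list. The weakest HDAC2 peak after TPA rests on 8.01 tags, so that a peak missing from 1 list cannot be told from a small difference in signal.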

Differences from the paper's values

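The paper gives 14% as the share of HDAC2 peaks in the atypically active group, and the deposited lists gave 7.62%. Of the alternatives set before the files arrived, counting marks within 1 kb as shared gave 13.7%, which does not differ by more than 1.5 times. Merged regions in place of peaks, chosen after seeing the values, also closed the gap, with AcH3 and RNA Pol II in 14.6% of the regions that held HDAC2 (2437 of 16745). The numbers of merged regions differ greatly from those of Fig 1C, as given below. The matching share therefore does not settle which unit the paper counted. The other alternatives did not close the gap, with 6.84% for an overlap of 50% of the shorter peak, 4.48% for the stricter threshold, 35.2% for nearest genes, 7.61% without peaks that also overlapped H3K27me3, and 5.34% for HDAC2 peaks without a DMSO peak.

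For RNA Pol II after TPA, Fig 1B shows about 56% of peaks in introns, about 37% between genes and about 2% at promoters, read by eye. The values here were 10.2%, 11.5% and 70.8%. No alternative set before the files arrived closed these gaps, nor did the annotation with lncRNA genes, which was chosen after seeing the data. For promoters, Fig 1B shows about 2% of AcH3 peaks and about 2% of HDAC2 peaks, read by eye, against 14.8% and 15.1% here. With TPA peaks that overlapped no DMSO peak, an alternative set before the files arrived, the AcH3 promoter share was 2.69%, within 1.5 times the paper's. The HDAC2 share under it was 12.4%. The stricter threshold and a promoter of 3 kb around a TSS closed neither gap.

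The Venn diagram of Fig 1C shows about 2400 sites of AcH3 alone, about 960 of HDAC2 alone and about 1300 of H3K27me3 alone, read by eye to 2 digits, against 17739, 9016 and 42567 merged regions here. It shows about 360 sites of AcH3, RNA Pol II and HDAC2 in Fig 1C, against 2432, about 170 of all 4 marks, against 5, and about 630 of RNA Pol II with H3K27me3, against 1. No alternative was set for merged regions.

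The paper states over 16 M reads for each ChIP, and the smallest library here had 6.73 M unique tags. The quantities are different, reads obtained and unique tags used.

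The paper states a rise of all 4 marks after TPA, from heat maps centered over peaks and profiles around TSSs. In the full lists, the ratio of TPA to DMSO peak numbers was 1.40 for AcH3, 1.87 for HDAC2, 1.11 for H3K27me3 and 0.499 for RNA Pol II. Under the stricter threshold it was 0.725 for HDAC2 and 0.593 for H3K27me3. Shared sites leave out peaks called in a single treatment. At them, the median log2 ratio of signal was -0.318 for AcH3, -0.683 for RNA Pol II, -0.0931 for HDAC2 and -0.503 for H3K27me3. With the fold enrichment over IgG, set before the files arrived, it was above 0 for AcH3 (0.138), HDAC2 (0.258) and H3K27me3 (0.322) and below 0 for RNA Pol II (-0.538). The paper places most peaks of every mark in introns and intergenic regions, and for RNA Pol II the share was 21.8%. The paper states a rise of AcH3 and HDAC2 at atypically active genes. Both were higher at 21.1% of the 2772 genes grouped here by TPA peaks. By the highest fold enrichment, chosen after seeing the values, this share was 43.6%. The paper describes its genes by a rise of both, with ChIP-qPCR of some (Fig 2A). The groups therefore differ, and the share does not measure how often the paper's statement holds. The paper shows RNA Pol II at the AHNAK promoter after TPA, where no RNA Pol II peak was listed within 3 kb of a TSS, and shows no HDAC2 there, where an HDAC2 peak from 62315483 to 62315983 was listed. Of the genes the paper counts as atypically active, SLC2A3, IL10RA, BCL2A1 and CDK8 fell in that group by their peaks too. RGCC, RAMP1 and ABHD17B did not. SGK1, active in the paper, fell in the active group. RGCC and RAMP1 had no RNA Pol II promoter peak after TPA, and ABHD17B had an HDAC2 promoter peak with 12.8 tags per 10000000 after DMSO and none after TPA. The paper counts USP13 and MGST3 as repressed. Both had AcH3 promoter peaks after TPA (61.9 and 129.5 tags per 10000000), and MGST3 had no H3K27me3 promoter peak. These AcH3 values were lower than after DMSO (147.4 and 178.4), and both genes had RNA Pol II promoter peaks only after DMSO.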

Other observations

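The paper measures further genes by ChIP-qPCR, an experiment that is not in the files analysed here, and their ChIP-seq values are given as such (1 library each, tags per 10000000 in promoter peaks). IL10RA had 51 AcH3 tags after DMSO and 343 after TPA, and RNA Pol II (20.1) and HDAC2 (14) peaks only after TPA. RAMP1 had an AcH3 peak only after TPA (89.7) and no HDAC2 peak. SGK1 had 83.4 and 88.9 AcH3 tags, 17.8 and 24.5 RNA Pol II tags, and no HDAC2 peak. MGST3 had 178.4 and 129.5 AcH3 tags, RNA Pol II peaks only after DMSO (38.3) and HDAC2 peaks only after TPA (24.8). ITGAM, which encodes CD11b, had AcH3 (131.6), RNA Pol II (11.9) and HDAC2 (34.7) peaks only after TPA. PAX5 had no RNA Pol II peak after TPA, and its H3K27me3 promoter peaks summed to 250.1 after DMSO and 115 after TPA.

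MYC, TRIB1 and LMNA were among the 5 atypically active genes with the highest-scoring HDAC2 promoter peaks after TPA. MYC and TRIB1 lie in the chromosome 8 region flagged above. MYC had 9274.5 AcH3 tags per 10000000 after DMSO and 2979.2 after TPA.

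RNA Pol II peaks of DMSO-treated cells end at position 8086950 of chromosome 9, and chromosome X has none. In the same part, DMSO-treated cells had 1296 AcH3 peaks and 388 HDAC2 peaks. Loss of these chromosome parts from the cells would have removed both. A list, or reads behind it, that stopped partway through the chromosomes in text order is the explanation that remains of those tested. The list's own header accounts for every peak (21240 putative peaks, less 4328 removed against IgG and 5228 by local signal, leave 11684), so the stop may lie before the list was written. Both predictions were written after the stop had been seen.

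HDAC2 peaks were 1.87 times as numerous after TPA, but 0.725 times as numerous among the upper 50% of the peaks of both treatments by score. When TPA peaks scoring below the lowest DMSO score were left out, the ratio was 1.22, between the limits of 1.1 and 1.5 set beforehand, so the increase cannot be told apart from the lower tag threshold of the TPA library. A less efficient DMSO immunoprecipitation would have made strong shared peaks higher after TPA, and their median log2 ratio of normalized tags, the measure set beforehand, was -0.0931 over 1306 sites. By the fold enrichment over IgG, computed later, it was 0.344 at the same sites, and the share of tags inside HDAC2 peaks was 1.78% after DMSO and 2.8% after TPA. A difference in the efficiency of the immunoprecipitation therefore remains open. Of the 1767 TPA HDAC2 peaks lowest by score 93.4% had no DMSO peak, against 63.2% of the 1767 highest, a difference of 30.2 points. Peaks near the threshold may therefore account for part of the TPA-specific HDAC2 peaks.

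With chromosome Y left out, the density of TPA HDAC2 peaks ranged from 0.432 per Mb on chromosome X to 12.2 on chromosome 19. Across 23 chromosomes, Spearman's rho with IgG tags per kb, taken as a measure of copy number, was 0.302 (permutation p = 0.161) and with TSSs per Mb 0.384 (permutation p = 0.071). Pearson's r was 0.473 (permutation p = 0.0269) and 0.516 (permutation p = 0.0175). The predictions named Spearman's rho, by which neither relation held, and the different outcome of Pearson's r leaves both open.

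Chromatin that any antibody recovers more readily would have more IgG tags at HDAC2 peaks with AcH3 than at those without. The ratio of their densities was 0.933. Every listed HDAC2 peak had to pass a 4-fold enrichment over IgG, which keeps IgG tags low with and without AcH3. The ratio therefore cannot decide on this explanation. The correlation of HDAC2 and AcH3 heights across shared sites, with rho 0.264, was 0.0359 once the widths of both regions were taken into account. Wider regions collecting more tags of both marks are a candidate explanation for most of this correlation. The predictions for the RNA Pol II list, for the chromosome 8 region and for both list lengths together were written only after the result had been seen, and the others before. The correlation given the widths was itself added after seeing the data.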
